A study of Homo sapiens with 80 samples. Its data were reported in "3’Pool-seq: an optimized cost-efficient and scalable method of whole-transcriptome gene expression profiling" (2020).

How the data were processed

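RNA was measured in 80 libraries of HepG2 cells, a human liver cancer cell line. Cells were treated with troglitazone or pioglitazone, thiazolidinedione drugs that activate PPARγ, at 0.2, 1, 5 or 25 µM, with vehicle (0.1% dimethyl sulfoxide) or not at all, for 2 or 16 h. Each of the 20 groups had 4 replicates, A to D. The assay, 3'Pool-seq, primes cDNA from the polyA tail, adds a sample index to each well, pools the wells of a plate row and sequences the 3' end of transcripts. The 80 samples filled 8 plate rows and 10 plate columns. Each row held 1 replicate letter at 1 time point and was 1 library pool, and each column held 1 treatment.

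The deposited table holds a raw count of reads per gene and library, which the authors made by trimming polyA runs of at least 12 bases after base 25, aligning to hg19 with STAR 2.4 and counting over GENCODE 19 genes with featureCounts 1.6.3. The strandedness of counting is not stated, so counts of antisense and overlapping genes may hold reads of their neighbours. The table had 35894 genes, of which 251 symbols lay on more than 1 entry, so entries were kept apart by their Ensembl identifier. Coordinates came from GENCODE 44 lifted to GRCh37, which matched 10397 (98.9%) of the tested genes by identifier. The table holds 0 entries for the ERCC spike-ins, so the spike-in components and the spike-in scaling that had been planned are not analysed here.

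Library totals ran from 1133809 to 5163042 counts. A gene was treated as at the floor in a group when every library had 3 counts or fewer, which corresponds to 0.581 to 2.65 CPM on unadjusted library totals. Gene values in CPM were counts scaled to the TMM-adjusted library size. The libraries carry no molecular identifiers, so floors cover counting error only.

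Groups, comparisons, tests, thresholds and gene lists were fixed before the data were examined. Genes with enough counts were kept with filterByExpr, which left 10517, and library sizes were scaled with TMM. A quasi-likelihood model of edgeR 4.0.16 (R 4.3.3) was fitted to all 80 libraries with a term for each group and for the plate row, as the study also used the row as a covariate. Each of the 18 treated groups was compared with untreated cells of the same time, the 2 drugs were compared at 25 µM at each time, and the effect of 25 µM troglitazone at 16 h was compared with that at 2 h as an interaction. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p under 0.05 over all tested genes and an absolute log2 fold change above 1. All tests were two-sided. The median log2 fold change over all genes lay within 0.1 of 0 in every comparison under TMM and under the size factors of DESeq2. Both scalings centre most genes near 0 by construction, so this is no check of them, and a common shift of all genes would not show. Without TMM the median was -0.33 for 25 µM troglitazone at 16 h and -0.26 for the interaction.

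Genes were named in the text by a rule. For each of the 4 comparisons of 25 µM drug with untreated cells, the rule took DEGs with a mean of at least 5 CPM over the 80 libraries and the same sign in all 4 plate rows, and named the 3 with the largest positive and the 3 with the largest negative fitted change, or 5 and 5 for troglitazone at 16 h. PPARG, PLIN2, ANGPTL4, PDK4, DDIT3, ATF3 and CDKN1A were named whatever their values. Other genes in the text were chosen after their values were seen, and the text says so. Where all libraries of one group were at the floor, the fold was computed against 3 counts and is given as a bound.

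A set of 5 gene lists was written by hand from general knowledge, because no ontology table was at hand. They held PPAR target genes (18 tested), integrated and endoplasmic reticulum stress response genes (30 tested), sterol synthesis genes (23 tested), cell death regulators (33 tested) and cell cycle genes (35 tested). PLIN2, ANGPTL4 and PDK4 are members of the PPAR list, DDIT3 and ATF3 of the stress list and CDKN1A of the cell death list. Lists were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 20 tests.

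For the carry-over, the log2 CPM difference (prior count 2) of each DEG of 25 µM troglitazone at 16 h was taken between 15 other drug groups and vehicle in the same plate row, multiplied by the sign of the DEG, and summarised by its median. An exact sign-flip permutation test over 4 rows was used, with a smallest p of 0.125. Principal components were computed on log2 CPM (pseudocount 1) of the tested genes, centred, and related to row, column and group by R² with 100000 permutations. This use of genes in place of spike-ins was chosen after seeing the data.

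Libraries of different groups in the same plate row had a mean correlation of residual log2 CPM of 0.0549 over 360 pairs, and libraries in different rows of the same time -0.0181 over 1080 pairs. Per row the mean was 0.016 to 0.0925. The row term was kept because rows were library pools. None of the 120 replicate pairs had identical counts.

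Alternatives fixed in advance were DESeq2 1.42.0 with the row term, DESeq2 size factors, no low-count filter, no fold minimum, no row term, vehicle as reference, a fit of only the 8 libraries compared, fry in place of camera, a prior count of 0.5, DEGs with a mean of at least 5 CPM in the carry-over, and leaving out each replicate. Terms for mirrored plate columns, DESeq2 without the row term, thinning of all libraries to 1133809 counts, replicates A and B alone and replicates C and D alone were added after seeing the data. Each comparison was also repeated over the other splits of its 8 libraries into groups of 4. There are 35 splits, of which 32 could be fitted with the row term, and 100 were drawn for the interaction. Python 3.11.15 and matplotlib 3.10.9 were used for GC content and figures.

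The procedure was tested on simulated data with the same groups and plate rows. The simulation held row effects but no effects of plate columns. Its false calls therefore do not cover the position effects described among the other observations. Of 194 tested genes changed 4-fold, 167 (86.1%) were called, with a median log2 fold change of 2.01, and 8 unchanged genes were called. In a comparison with no simulated change 0 genes were called (462 genes at unadjusted p under 0.05 of 10108).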

Results

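Gene expression was compared across 80 3'Pool-seq libraries of HepG2 cells, a human liver cancer cell line, exposed for 2 or 16 h to troglitazone or pioglitazone, both PPARγ agonists, at 0.2, 1, 5 or 25 µM, to vehicle, or left untreated. Each of the 20 groups had 4 replicates, A to D. Library totals ran from 1133809 to 5163042 counts, and 10517 of 35894 genes carried enough counts to be tested. The group with the lowest mean total was 25 µM troglitazone at 16 h, with 1400000 ± 237100 counts (SD, n = 4), against 3232000 ± 737200 (SD, n = 4) in untreated cells of the same time. In that group the 20 most abundant genes held 28.6 ± 0.331% of counts (SD, n = 4), against 19.8 ± 0.267% in untreated cells (SD, n = 4). Each plate row held 1 replicate of 1 time point and formed 1 library pool, so expression levels at the 2 time points were not compared directly.

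The first 3 principal components of the tested genes held 15.1, 10.4 and 5.27% of the variance. Component 1 had an R² of 0.99 with the treatment group (permutation p 1e-05, the smallest the permutations can give), 0.51 with the plate column (permutation p 1e-05) and 0.07 with the plate row (permutation p 0.58). Each group was 1 plate column at 1 time, so the group R² cannot be lower than the column R² and does not separate treatment from column. Component 2 had an R² of 0.69 with the plate row (permutation p 1e-05) and 0.65 with the group (permutation p 1e-05), but not with the plate column (R² 0.08, permutation p 0.72). Component 3 had a row R² of 0.52. Rows and groups each belong to 1 time point, so these values do not separate a library pool from time. The R² that chance gives is 0.09 for rows, 0.11 for columns and 0.24 for groups. Scaling every gene to unit variance moved the row R² of component 2 most, to 0.58. These components stood in for planned spike-in components, which are not analysed here, and were chosen after seeing the data.

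The number of genes that responded to each dose was counted against untreated cells of the same time. Troglitazone at 25 µM for 16 h gave 2195 differentially expressed genes (DEGs: edgeR adjusted p under 0.05 and absolute log2 fold change above 1), 1099 higher and 1096 lower. Dropping the fold minimum moved this count most, to 4404 genes, and fits that left out 1 replicate each gave 2017 to 2055 DEGs. Replicates A and B alone gave 2069 DEGs and replicates C and D alone 2028. By type, 2104 of the DEGs were protein coding, 49 were long non-coding or antisense, 15 were pseudogenes and 25 were small RNAs. At 16 h, 5 µM troglitazone gave 5 DEGs, 3 higher and 2 lower, and this count was 2 without replicate A and 3 without replicate D. The 1 µM dose gave 0 DEGs (266 genes at unadjusted p under 0.05) and the 0.2 µM dose gave 0 (541 genes), where chance gives 526 of the 10517 genes. At 2 h, troglitazone at 25 µM gave 33 DEGs, 30 higher and 3 lower, and at 5 µM it gave 4, all 4 higher. The lower doses at 2 h gave 0 DEGs at 1 µM (284 genes at unadjusted p under 0.05) and 0 at 0.2 µM (674 genes). Of the 33 DEGs at 2 h, 31 were also DEGs at 16 h against separate controls, 29 of them with the same sign.

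Pioglitazone at 25 µM gave 2 DEGs at 2 h, both higher, and 7 at 16 h, 6 higher and 1 lower. Single replicates moved these counts. The 2 h count was 4 without replicate C, and the 16 h count was 3 without replicate A, 4 without B and 2 without C. Lower doses gave 0 DEGs at 2 h, with 594 genes at unadjusted p under 0.05 for 5 µM, 665 for 1 µM and 380 for 0.2 µM. Lower doses at 16 h also gave 0 DEGs, with 635 genes at unadjusted p under 0.05 for 5 µM, 763 for 1 µM and 455 for 0.2 µM. The 16 h count for 1 µM was 1 without replicate B and 1 without replicate D. Vehicle gave 0 DEGs against untreated cells at 2 h (704 genes at unadjusted p under 0.05) and 0 at 16 h (735 genes). The zeros for vehicle and for lower doses depended on the model. With terms for mirrored columns, added after seeing the data, vehicle gave 13 DEGs at each time. In that fit 0.2 µM troglitazone gave 14 at 2 h and 12 at 16 h, while 1 µM troglitazone at 16 h stayed at 0.

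**Figure D1:**
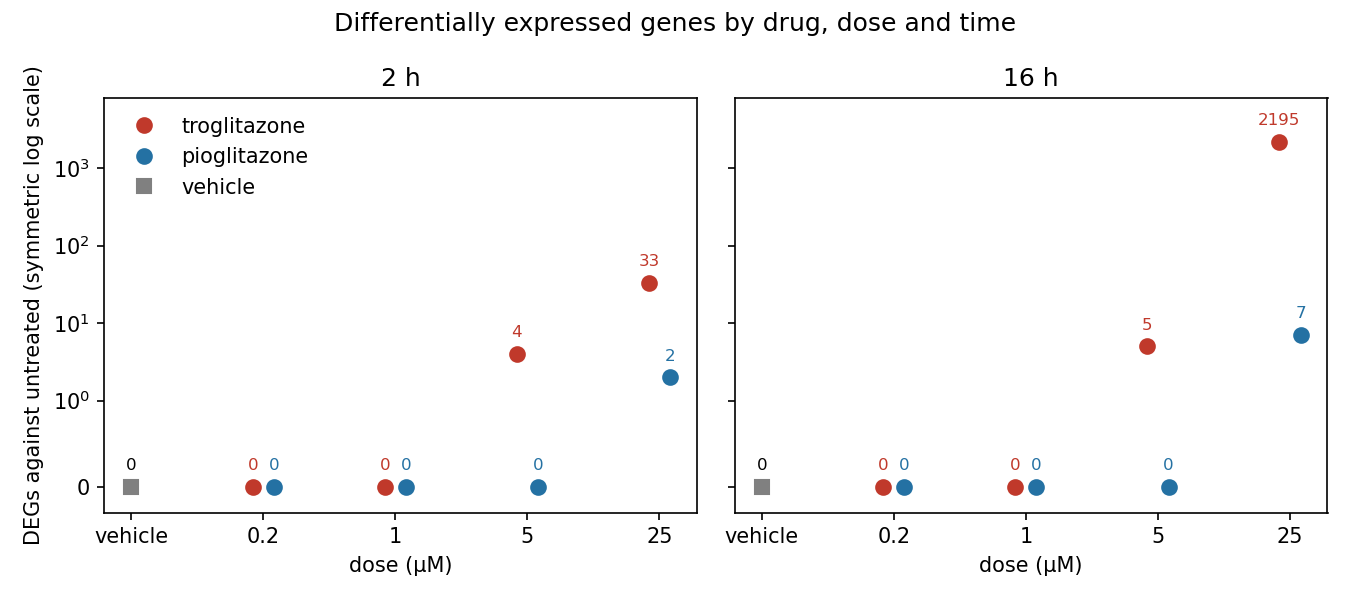
Number of DEGs against untreated cells of the same time on a symmetric log axis, by dose in µM, for troglitazone (red), pioglitazone (blue) and vehicle (grey), 1 point per comparison of 4 with 4 libraries. Troglitazone at 25 µM for 16 h gave 2195 DEGs, and every other group gave 33 or fewer.

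The genes with the largest fitted changes after 25 µM troglitazone for 16 h were chosen by a rule that required the same direction in 4 of 4 plate rows. MT1B (ENSG00000169688.10, chromosome 16, 56685798 to 56687116, hg19) read 301.7 ± 46.8 CPM (counts scaled to the TMM-adjusted library size; SD, n = 4) against 0.158 ± 0.317 CPM in untreated cells (SD, n = 4), at least 325.3-fold higher (edgeR adjusted p 1.37e-24). MT1M (ENSG00000205364.3, chromosome 16, 56666571 to 56667893) rose by 6.97 on the log2 scale (SE 0.29, edgeR adjusted p 2.37e-33), from 4.13 ± 1.19 to 522.1 ± 47.0 CPM (SD, n = 4). IL8 (ENSG00000169429.6, chromosome 4, 74606236 to 74609433) rose by 6.83 (SE 0.30, edgeR adjusted p 6.54e-32), and AQP3 (ENSG00000165272.10, chromosome 9, 33441154 to 33447594) by 6.58 (SE 0.41, edgeR adjusted p 3.51e-23). FOS (ENSG00000170345.5, chromosome 14, 75745529 to 75748933) was at least 30.97-fold higher (edgeR adjusted p 7.77e-13). The 5 lower genes were at or under the floor of 3 counts in all 4 treated libraries, so their changes are bounds. FAM111B (ENSG00000189057.6, chromosome 11, 58874658 to 58894885) was at least 4.99-fold lower (edgeR adjusted p 5.87e-08), CHST9 at least 4.65-fold, HOXD1 at least 4.14-fold, IFIT1 at least 2.52-fold and ZNF124 at least 1.36-fold. Among the fits of this comparison that left out 1 replicate, the fitted log2 change of ZNF124 moved most, from -3.78 to -6.33 without replicate D, values that depend on the prior count because the treated libraries were at the floor.

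At 2 h, the same rule, with its requirement of 4 of 4 plate rows, named 3 higher and 3 lower genes for 25 µM troglitazone. MT1B rose by 3.50 on the log2 scale (SE 0.71, edgeR adjusted p 0.0016), from 0.460 ± 0.920 to 5.65 ± 2.19 CPM (SD, n = 4), but its adjusted p was 0.0953 without replicate B and 0.0944 without replicate D, and its fitted change was 6.84 without replicate A. FOS rose by 3.28 (SE 0.53, edgeR adjusted p 1.54e-05), and RNA5-8SP6 (ENSG00000251705.1, chromosome Y, 10037764 to 10037915), a 5.8S ribosomal RNA pseudogene, rose by 2.33 (SE 0.24, edgeR adjusted p 4.84e-12), from 65.6 ± 24.8 to 322.3 ± 43.5 CPM (SD, n = 4). The lower genes were 3 mitochondrial transfer RNAs: MT-TS2 fell by 2.61 (SE 0.45, edgeR adjusted p 6.95e-05), MT-TH by 2.08 (SE 0.38, edgeR adjusted p 0.000179) and MT-TY fell by 1.16 (SE 0.29, edgeR adjusted p 0.028). MT-TH had an adjusted p of 0.0877 without replicate B, and MT-TY had 0.055 to 0.345 in the 4 fits that left out 1 replicate. Without the plate row term the adjusted p was 0.183 for MT-TS2 and 0.878 for MT-TY. Over all alternatives it ran from 7.52e-10 to 0.224 for MT-TS2, from 3.57e-06 to 0.407 for MT-TH and from 0.000141 to 0.889 for MT-TY. The effects on RNA5-8SP6 at 2 h and 16 h differed by 0.12 on the log2 scale, and 25 µM troglitazone sat in plate column 1 in every replicate.

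The DEGs of the comparisons with 5 or fewer were also listed, and those of 5 µM troglitazone were chosen after their values were seen. For 5 µM troglitazone at 2 h they were FOS (log2 fold change 4.99, edgeR adjusted p 1.18e-10), DUSP1 (1.81, 1.63e-12), MT-TI (1.13, 0.00685) and KLF6 (1.08, 1.17e-08). FOS read 54.2 ± 3.77 CPM at 5 µM and 16.8 ± 3.07 CPM at 25 µM (SD, n = 4; two-sided exact permutation p 0.0286 over 70 splits, the smallest possible), with the 5 µM library higher in 4 of 4 rows, against 1.63 ± 0.744 CPM in untreated cells (SD, n = 4). At 16 h, the 5 DEGs of 5 µM troglitazone were AQP3 (log2 fold change 1.91, edgeR adjusted p 0.0396), HAMP (1.64, 3.84e-05), AKR1C2 (1.22, 8.15e-07), MIF4GD (-1.18, 0.0202) and CABLES2 (-2.53, 0.00627). For 25 µM pioglitazone at 2 h the DEGs, both also named by the rule, were FOS (log2 fold change 4.05, edgeR adjusted p 3.85e-07) and DUSP1 (1.26, 1.06e-06), and in DESeq2 with the row term this comparison gave 0 DEGs (565 genes at unadjusted p under 0.05).

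The 7 DEGs of 25 µM pioglitazone at 16 h included 4 genes named by the rule besides PLIN2. AQP3 rose by 2.53 on the log2 scale (SE 0.44, edgeR adjusted p 0.000589), from 1.82 ± 1.16 to 10.9 ± 2.54 CPM (SD, n = 4). CDC42SE1 rose by 1.40 (SE 0.34, edgeR adjusted p 0.0484) and CYP1A1 by 1.28 (SE 0.28, edgeR adjusted p 0.0154), and neither passed the threshold in any of the 4 fits that left out 1 replicate (0.0815 to 0.678 and 0.0557 to 0.341). TMCC1 fell by 1.46 (SE 0.34, edgeR adjusted p 0.0334), with adjusted p 0.508 without replicate A, 0.222 without C and 0.269 without D. Over all alternatives adjusted p ran from 0.0158 to 0.735 for CDC42SE1, from 7e-10 to 0.56 for CYP1A1 and from 7.64e-05 to 0.508 for TMCC1. IGFBP1 (log2 fold change 1.16, edgeR adjusted p 0.00321) and HAMP (1.13, 0.0334) completed the 7 and were named after their values were seen.

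PLIN2, a lipid droplet gene and a PPAR target fixed in advance (ENSG00000147872.5, chromosome 9, 19108373 to 19149288), rose with dose of both drugs at 16 h. It read 424.7 ± 31.4 CPM in untreated cells and 447.7 ± 76.4 CPM with vehicle (SD, n = 4). Troglitazone gave 447.0 ± 58.8, 525.2 ± 94.0, 757.1 ± 36.9 and 2824 ± 276.9 CPM at 0.2, 1, 5 and 25 µM (SD, n = 4). Pioglitazone gave 633.5 ± 29.4, 741.3 ± 120.2, 758.8 ± 81.3 and 1013 ± 106.8 CPM at the same doses (SD, n = 4). At 25 µM the log2 fold change was 2.73 for troglitazone (SE 0.09, edgeR adjusted p 4.99e-39) and 1.25 for pioglitazone (SE 0.09, edgeR adjusted p 1.65e-18). At 2 h it was 0.34 (edgeR adjusted p 0.0542) and 0.37 (edgeR adjusted p 0.0658), and neither call was stable. In DESeq2 with the row term the adjusted p was 0.0263 for troglitazone and 0.00468 for pioglitazone, and over all alternatives it ran from 2.16e-05 to 0.706 and from 6.73e-07 to 0.781. For troglitazone it also passed without replicate B, at 0.0456.

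**Figure D2:**
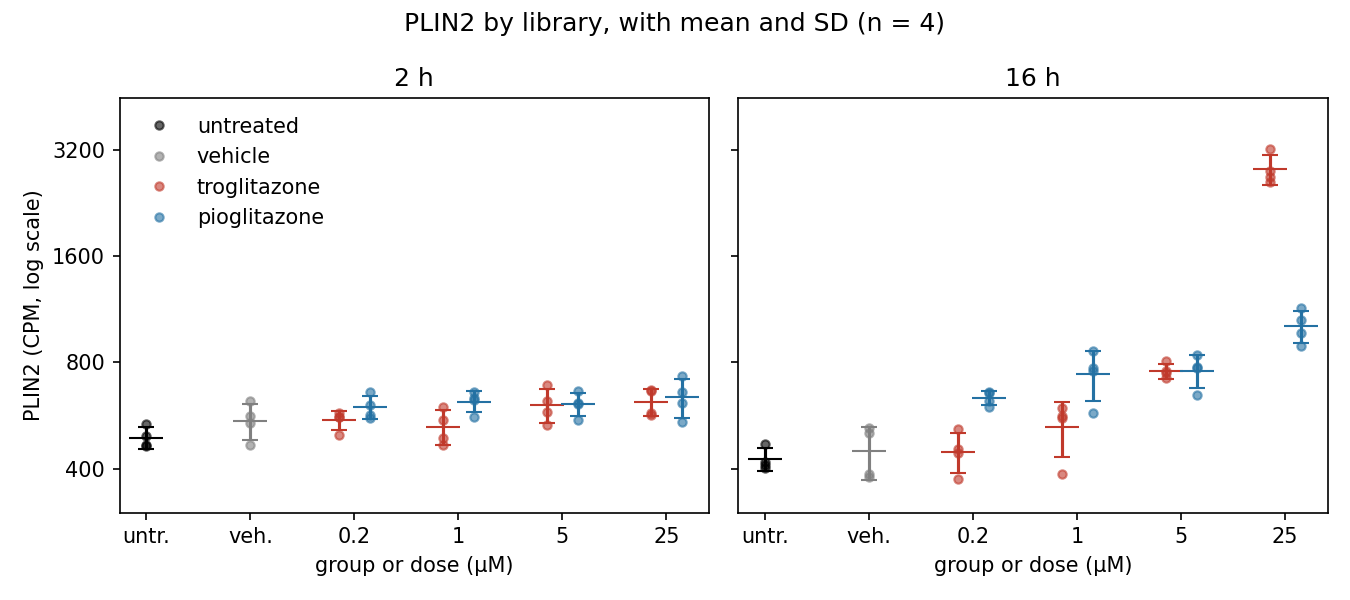
PLIN2 in CPM on a log axis by group or dose in µM, with 1 point per library and the mean and SD (n = 4) for troglitazone (red), pioglitazone (blue), vehicle (grey) and untreated cells (black). At 16 h, 25 µM troglitazone reached 2824 ± 276.9 CPM and 25 µM pioglitazone 1013 ± 106.8 CPM, against 424.7 ± 31.4 CPM untreated.

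Of the other genes fixed in advance, DDIT3, ATF3, PPARG and CDKN1A passed the adjusted threshold with 25 µM troglitazone at 16 h. DDIT3 (ENSG00000175197.6, chromosome 12, 57910371 to 57915520) rose by 3.92 on the log2 scale (SE 0.19, edgeR adjusted p 2.41e-29), from 32.5 ± 6.28 to 497.3 ± 90.4 CPM (SD, n = 4). ATF3 rose by 4.42 (SE 0.39, edgeR adjusted p 4.01e-16), PPARG by 1.43 (SE 0.30, edgeR adjusted p 7.79e-05) and CDKN1A by 0.97 (SE 0.17, edgeR adjusted p 1.55e-06), below the fold minimum. With 25 µM pioglitazone at 16 h the log2 fold changes were 0.23 for DDIT3 (edgeR adjusted p 0.895), 0.33 for ATF3 (0.943), -0.24 for PPARG (0.942) and -0.03 for CDKN1A (0.987). At 2 h, DDIT3 rose by 1.29 with troglitazone (edgeR adjusted p 7.88e-06), from 20.1 ± 5.28 to 49.3 ± 14.1 CPM (SD, n = 4), and by 0.74 with pioglitazone (edgeR adjusted p 0.362). ATF3, PPARG and CDKN1A did not pass at 2 h, with log2 fold changes of 0.83, 0.21 and 0.46 for troglitazone and 1.49, 0.01 and 0.32 for pioglitazone. For pioglitazone ATF3 passed without a low-count filter (0.0167) and with terms for mirrored columns (0.00621), and DDIT3 passed with those terms (0.0104) and in replicates C and D alone (0.0234). For troglitazone CDKN1A passed with those terms (0.00579) and in replicates A and B alone (0.000121). Over all alternatives the adjusted p ran from 0.00621 to 0.768 for ATF3, from 0.0104 to 1 for DDIT3 and from 0.000121 to 1 for CDKN1A. PDK4 had 3 counts or fewer in every library and was below the count filter. With 25 µM troglitazone at 16 h it had 2 to 3 counts in each library (1.94 ± 0.608 CPM; SD, n = 4), against 0 counts in all 4 untreated and all 4 vehicle libraries (two-sided exact permutation p 0.0286 against untreated over 70 splits, the smallest possible, chosen after its values were seen). Both groups were at the floor, so no fold is given. ANGPTL4 was not called at either time. At 2 h it had 1 to 16 counts per library with 25 µM troglitazone and 2 to 13 in untreated cells. The log2 fold change there was 0.08 (SE 0.80), so a small change was not detectable at this depth. At 16 h it had 0 to 2 counts with 25 µM troglitazone and 0 to 3 in untreated cells, at the floor in both groups.

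The 2 drugs were compared directly at 25 µM. At 16 h they differed in 2189 genes, 1154 higher and 1035 lower with troglitazone. At 2 h they differed in 17 genes, 13 higher and 4 lower, and in 10 without replicate B. The effect of 25 µM troglitazone at 16 h was also tested against its effect at 2 h as an interaction. It differed in 1731 genes, 849 with a more positive and 882 with a more negative effect at 16 h, and fits that left out 1 replicate each gave 1422 to 1543.

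A set of 5 gene lists written from general knowledge was tested at 25 µM with camera in limma, over 20 tests. For troglitazone at 16 h, the integrated and endoplasmic reticulum stress genes had a median log2 fold change of 1.81 (camera adjusted p 1.44e-24) with 28 of 30 genes higher, and 27 passed adjusted over the list alone and 27 adjusted over all genes. Sterol synthesis genes had a median of -1.51 (camera adjusted p 3.67e-15) with 1 of 23 higher, and 20 passed adjusted over the list alone and 20 over all genes. Cell cycle genes had a median of -1.13 (camera adjusted p 2.8e-16) with 1 of 35 higher, and 31 passed adjusted over the list alone and 30 over all genes. Cell death regulators had a median of 0.43 (camera adjusted p 1e-04) with 21 of 33 higher, and 18 passed adjusted over the list alone and 18 over all genes. PPAR target genes had a median of 0.40 but a camera adjusted p of 0.0748, with 11 of 18 higher, and 12 passed adjusted over the list alone and 9 over all genes. The fry test moved this last result most, to an adjusted p of 1.7e-18, and without replicate D the camera adjusted p was 0.0426. Every camera call under 0.05 among the 20 tests held under fry. However, fry tests for any change in a list, whereas camera compares the list with the other genes. For troglitazone at 16 h, 5066 of 10517 genes had an unadjusted edgeR p under 0.05, so passing fry there adds little.

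For pioglitazone at 16 h, PPAR target genes had a median log2 fold change of 0.37 (camera adjusted p 1.47e-11) with 17 of 18 higher, and 2 passed adjusted over the list alone and 2 over all genes. In a separate calculation for floor genes, the median of that list was 0.39 without bounds and 0.34 with 1 floor gene at its bound. For troglitazone at 16 h that calculation gave 0.42 without bounds. With 1 gene at its bound and 1 gene left out because both groups were at the floor, it gave 0.47. Cell cycle genes had a median of -0.17 (camera adjusted p 6.21e-05) and sterol synthesis genes -0.10 (0.012; 0.0565 without replicate D). In both lists 0 genes passed adjusted over the list alone and 0 over all genes, with 7 and 5 genes at unadjusted p under 0.05. Stress genes (0.07, 0.0759) did not pass, but passed without replicate D (0.0226), with vehicle as reference (0.035) and with terms for mirrored columns (0.036), and cell death regulators did not pass (-0.05, 0.408).

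At 2 h the list medians lay between -0.04 and 0.23. With troglitazone, cell death regulators (median 0.23, camera adjusted p 1.83e-06) and stress genes (0.11, 0.00028) passed, with 2 and 6 genes adjusted over the list alone and 2 and 4 over all genes. Sterol synthesis genes also passed (0.11, 0.0154), with 1 gene adjusted over the list alone and 0 over all genes (3 at unadjusted p under 0.05), but not without replicate A (0.123) or B (0.0816). Cell cycle genes (-0.01, 0.105) passed only without replicate A, at 0.0345, and PPAR target genes did not pass (0.03, 0.188). With pioglitazone, stress genes (0.04, 0.012) and cell death regulators (0.07, 0.0126) passed, but not without replicate A (0.0514 and 0.244). They had 5 and 1 genes adjusted over the list alone and 0 over all genes (5 and 2 at unadjusted p under 0.05). Sterol synthesis genes (0.06, 0.331), cell cycle genes (-0.04, 0.239) and PPAR target genes (-0.03, 0.561) did not pass.

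**Figure D3:**
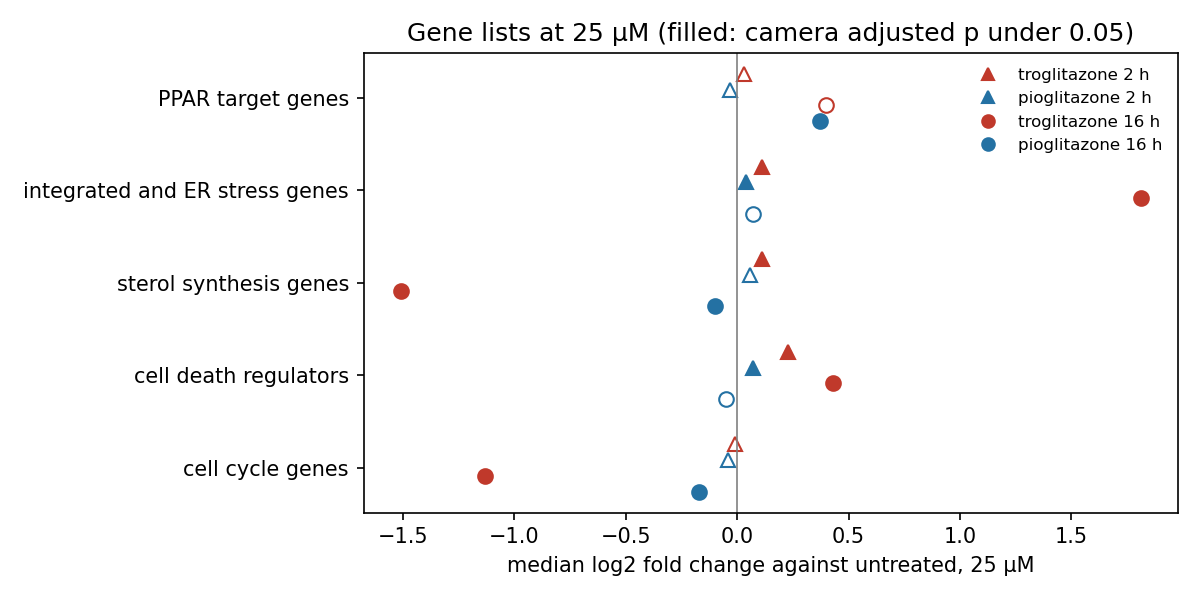
Median log2 fold change of 5 gene lists at 25 µM against untreated cells, for troglitazone (red) and pioglitazone (blue) at 2 h (triangles) and 16 h (circles), filled where the camera adjusted p is under 0.05. At 16 h with troglitazone the stress list lies at 1.81 and the sterol synthesis list at -1.51.

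The carry-over of the 2195 DEGs into other groups was measured as the median log2 difference from vehicle in the same plate row, signed by the direction in 25 µM troglitazone at 16 h. Over 15 groups it ran from -0.03 to 0.07. The highest value was 0.07 ± 0.02 for 5 µM troglitazone at 16 h (SD, n = 4), above 0 in 4 of 4 rows. Troglitazone at 25 µM for 2 h gave 0.05 ± 0.02 and 25 µM pioglitazone at 16 h gave 0.03 ± 0.04 (SD, n = 4). In 15 of 15 groups the mean of replicates C and D lay under that of A and B, as in 25 µM pioglitazone at 16 h with 0.06 in A, 0.06 in B, 0 in C and -0.01 in D. All groups of a plate row share 1 vehicle library, so these 15 comparisons are not independent. A two-sided exact sign-flip permutation test with n = 4 cannot go below 0.125, and the lowest adjusted p was 0.625. Taking untreated cells as the reference moved the 5 µM troglitazone value most, to 0.14, and untreated cells themselves lay at -0.06 ± 0.05 from vehicle at 16 h (SD, n = 4). The DEGs were chosen against those same untreated libraries, so the value of 0.14 is not independent of that choice.

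Replicates A and B differed from replicates C and D in how expression varied across plate columns. SNHG5, a non-coding RNA gene (chromosome 6, 86360209 to 86388650), was singled out after its values were seen. At 2 h in replicates A and B it had a median of 22.3 CPM in columns 3 to 6 and 467.6 CPM in columns 7 to 10. In replicates C and D it had 201.2 CPM in columns 3 to 6 and 9.31 CPM in columns 7 to 10. At 16 h the medians were 7.78 and 206.8 CPM in A and B and 62.3 and 2.86 CPM in C and D. HIST1H4C (chromosome 6, 26104161 to 26104565), also singled out after its values were seen, moved the other way, at 2 h from 10800 to 4599 CPM in A and B and from 5695 to 11120 CPM in C and D.

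**Figure D4:**
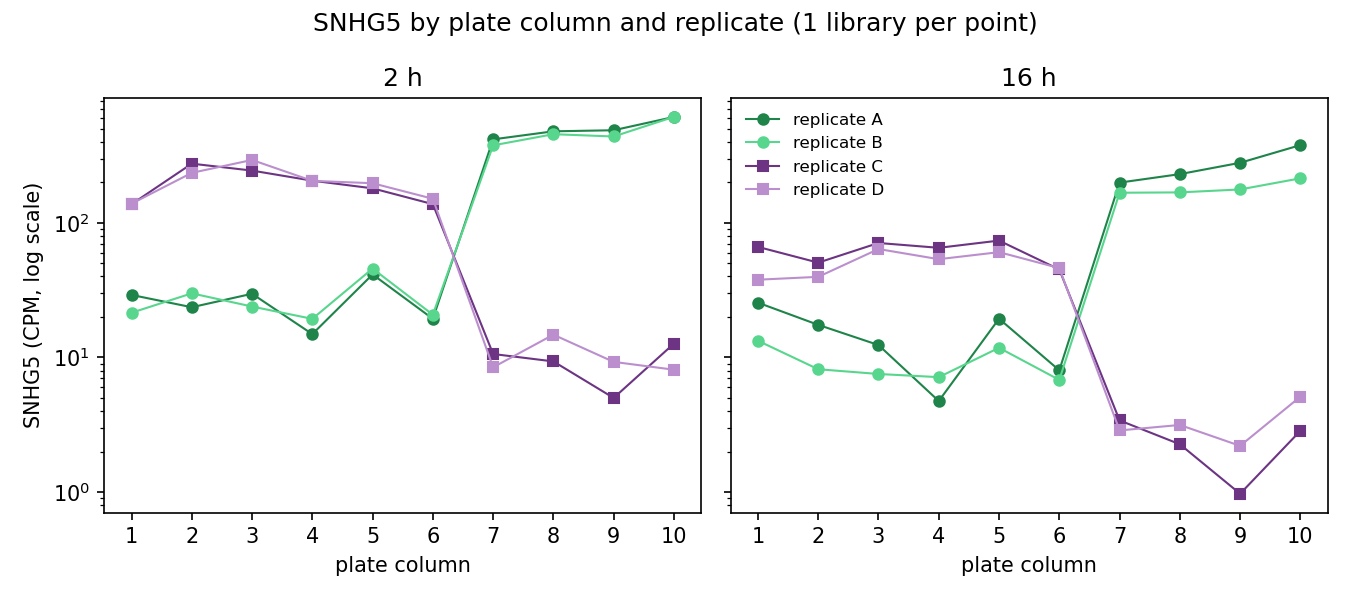
SNHG5 in CPM on a log axis by plate column at 2 h and 16 h, with 1 point per library, circles and green lines for replicates A and B and squares and purple lines for C and D. At 2 h replicates A and B have a median of 467.6 CPM in columns 7 to 10, where replicates C and D have 9.31 CPM.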

Values the study reported

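The study profiled 80 samples, arranged as 8 rows by 10 columns of a plate. With the plate row as a covariate it reported 2172 differentially expressed genes for 25 µM troglitazone at 16 h, and 1707 when the row was left out of the model. For pioglitazone it reported fewer than 70 differentially expressed genes.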

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

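The tests of plate columns and of abundant genes in this part were chosen only after the result was seen, the library size test by thinning was chosen after seeing the data, and the tests of splits, GC content and transcript length were chosen before their values were computed.

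In 11 of 221 groups of 4 libraries tested, 1 library lay far from the other 3, where 11.1 are expected by chance. The total of 0.2 µM pioglitazone at 2 h was 3288738 counts in replicate C and 2603432 to 2662931 in the others. Untreated cells at 2 h had 10658 genes above 1 CPM (unadjusted totals) in replicate D and 11015 to 11081 in the others. DUSP1 in 25 µM pioglitazone at 2 h read 49.29 CPM in replicate B and 67.9 to 70.75 in the others. AQP3 read 15.34 CPM in replicate A of 25 µM troglitazone at 2 h (7.058 to 8.067 in the others) and 14.7 CPM in replicate C of 25 µM pioglitazone at 16 h (9.244 to 10.1). FAM111B in untreated cells at 16 h read 16.97 CPM in replicate A (10.88 to 11.81). HOXD1 in 25 µM troglitazone at 2 h read 4.9 CPM in replicate B (1.569 to 1.918). PPARG in 25 µM pioglitazone at 16 h read 8.889 CPM in replicate D (5.415 to 6.008). ANGPTL4 in the same group read 3.219 CPM in replicate B and 0 in the others. DDIT3 in untreated cells at 16 h read 23.15 CPM in replicate A (35.42 to 36.13), and ATF3 in vehicle at 2 h read 9.877 CPM in replicate B (4.503 to 5.215). The number of such libraries is what chance gives, no biological explanation was tested, and no library was left out of the fits for this reason.

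The effect of 25 µM troglitazone differed between 16 h and 2 h in 1731 genes by the interaction test. The mean library total of this group at 16 h was the lowest of the 20 groups, but thinning all libraries to 1133809 counts left 1448 such genes and 1860 DEGs at 16 h, so a difference in library size was not the whole cause. Removing a GC content trend per library left 1694 and 2099, and removing a transcript length trend left 1634 and 2101. A few genes taking most of the counts would move all other genes 1 way. Scaled without TMM, DEGs outside the 50 most abundant genes went both ways, with 568 of 1930 for the interaction and 707 of 2520 at 16 h higher, which argues against it as the whole cause. The first version of this test left out the 50 genes (1730 and 2172 left) and was replaced because TMM already discounts them. Plate column 1 held this group at both times. A column effect common to both times cancels in the interaction, so the 1731 genes argue against it as the whole cause of the 16 h response. An effect that follows the mirrored positions would differ between replicates A and B and replicates C and D. At 16 h, 2049 DEGs of replicates A and B had median sign-aligned log2 differences of 1.27 in C and 1.25 in D. That argues against such an effect. The 2256 DEGs and 1882 interaction genes with terms for mirrored columns cannot decide. Those terms have opposite signs in replicates A and B and in C and D. They therefore cancel within each group of 4 libraries and cannot take a position effect out of its fold change. The counts of 2069 DEGs in A and B and 2028 in C and D cannot decide, because column and treatment are confounded within each pair. The 2 time points were prepared in different library pools, so plate column 1 and the drug remain confounded within the 16 h pools. An effect of that column at 16 h alone would have to recur in 4 separate pools. Mirrored position splits gave 24 to 97 DEGs in other comparisons, against 1759 for the real grouping here in the same kind of fit. Those sizes argue against a position effect as the whole cause. A response to the drug that grows between 2 and 16 h may explain the difference, which remains a hypothesis.

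Other splits of the libraries were compared with the real groups. Of 35 splits of 8 libraries into 4 and 4, 32 could be fitted with the row term, and each fit used only those 8 libraries. For 25 µM troglitazone at 16 h, 1 of 32 splits, the real one, gave as many as 1759 DEGs, and all others gave 0. For troglitazone against pioglitazone at 16 h it was also 1 of 32. For the interaction 1 of 100 drawn splits reached 1573, but 1 other draw reached 1517, because a draw can keep the grouping at 16 h and change it at 2 h. The median of the other draws was 0. For 1 µM pioglitazone at 16 h 1 of 32 splits gave as many as 7 DEGs, with 4 the highest of the others, although the fit of all 80 libraries gave 0 DEGs there (763 genes at unadjusted p under 0.05).

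The remaining comparisons were matched by other splits. For 25 µM troglitazone at 2 h 3 of 32 splits gave as many as 35 DEGs, with a highest of 70. Among the 8 splits that parted every plate row it was the real one alone, 1 of 8. The same 1 of 8 held for the drugs compared at 2 h and for 1 µM pioglitazone at 2 h. It also held for 0.2 µM pioglitazone at 2 h and 16 h and for vehicle at 16 h, so it does not set this comparison apart. Troglitazone against pioglitazone at 2 h had 3 of 32 splits. Troglitazone at 5 µM had 6 of 32 at 2 h and 4 of 32 at 16 h, and 25 µM pioglitazone had 6 of 32 at 2 h and 6 of 32 at 16 h. Pioglitazone at 1 µM and 2 h had 5 of 32, and 0.2 µM at 16 h had 3 of 32. Comparisons with 0 DEGs in the 8-library fit were compared on genes with unadjusted p under 0.05. Troglitazone at 0.2 µM had 16 of 32 splits at 2 h and 16 of 32 at 16 h, and at 1 µM it had 18 of 32 and 24 of 32. Pioglitazone at 0.2 µM and 2 h had 3 of 32, and at 5 µM it had 10 of 32 at 2 h and 10 of 32 at 16 h. Vehicle had 4 of 32 at 2 h and 3 of 32 at 16 h. The splits that follow the mirrored plate positions, described among the other observations, gave 24 to 97 DEGs in the 11 comparisons with untreated cells at 2 h or 16 h that allowed them and had fewer than 1759 DEGs. They gave 0 DEGs for 25 µM troglitazone at 16 h. Small DEG counts may therefore mix drug effects with position effects, since in the 2 h comparison of 25 µM pioglitazone the mirrored split alone gave 39 DEGs.

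For the gene lists, splits with as small a camera p were counted. With troglitazone at 16 h these were 1 of 32 for stress genes, 1 for sterol synthesis genes, 1 for cell death regulators, 1 for cell cycle genes and 2 for PPAR target genes. With pioglitazone at 16 h they were 1 of 32 for PPAR target genes, 1 for sterol synthesis genes, 3 for cell cycle genes, 4 for stress genes and 5 for cell death regulators. At 2 h with troglitazone they were 1 of 32 for stress genes, 1 for cell death regulators, 3 for sterol synthesis genes, 6 for cell cycle genes and 24 for PPAR target genes. At 2 h with pioglitazone they were 1 of 32 for stress genes, 5 for cell death regulators, 14 for sterol synthesis genes, 20 for cell cycle genes and 32 for PPAR target genes. The cell cycle list under pioglitazone at 16 h and the sterol list under troglitazone and the cell death list under pioglitazone at 2 h passed camera but were matched by more than 1 split in 20.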

How the results depend on the processing

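Terms for mirrored columns, DESeq2 without a replicate block, thinning to 1 total, replicates A and B alone and replicates C and D alone were tests chosen only after the result was seen, and these alternatives were chosen after seeing the data. The others were planned. The planned spike-in alternatives were not run, because the table holds no spike-in entries. Except where the construction is named, the cause was not tested.

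The 2195 DEGs of 25 µM troglitazone at 16 h ranged from 1759 (only the 8 libraries compared) to 2256 (terms for mirrored columns) under the alternatives that kept the fold minimum, and 47.9 to 54.5% of them were higher. This even balance depends on the scaling. Scaled without TMM, 707 of 2520 DEGs outside the 50 most abundant genes were higher and 1813 lower. DESeq2 with the row term gave 2222, DESeq2 size factors 2183, no filter 2223, vehicle as reference 2161 and thinning 1860. The comparison of the drugs at 16 h and the interaction stayed within 1.5 times of their counts under these alternatives. Among DEG counts 228 values stayed within 1.5 times of the reported count and 103 did not. Among lists 139 values kept their direction and their side of the threshold, 6 passed under the alternative alone, 8 no longer passed and 7 changed direction. Among named genes the numbers were 592, 15, 37 and 24. For the carry-over 100 values moved by less than 1 SD and 5 by more.

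Without the replicate block (plate row), 25 µM troglitazone gave 2159 DEGs at 16 h and 31 at 2 h, the drugs at 16 h differed in 2148 genes and the interaction held 1662. This block changed 1 count by more than 1.5 times, 5 µM troglitazone at 16 h, to 3. The pairing of libraries by plate row had a small effect on these counts.

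Without a fold minimum, which by construction admits smaller changes, the counts were 4404 for 25 µM troglitazone at 16 h, 54 for it at 2 h, 13 and 30 for 5 µM troglitazone at 2 and 16 h, 3 and 8 for 5 and 25 µM pioglitazone at 2 h, and 1, 6, 3 and 21 for 0.2, 1, 5 and 25 µM pioglitazone at 16 h. The drugs differed in 37 genes at 2 h and 4345 at 16 h, and the interaction held 2946.

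Without a low-count filter, the 2 h counts were 2, 2 and 11 for 0.2, 1 and 5 µM troglitazone, 2, 3 and 5 for 1, 5 and 25 µM pioglitazone and 1 for vehicle. At 16 h they were 6, 2 and 19 for 0.2, 1 and 5 µM troglitazone, 7, 4, 5 and 11 for 0.2, 1, 5 and 25 µM pioglitazone and 2 for vehicle. The cause was not tested.

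With vehicle as reference, the 2 h counts were 2 and 1 for 0.2 and 1 µM troglitazone and 1 for 5 µM pioglitazone. Sterol synthesis genes no longer passed with troglitazone at 2 h (0.134) or pioglitazone at 16 h (0.128), cell death regulators no longer passed with pioglitazone at 2 h (0.08), and stress genes passed with pioglitazone at 16 h (0.035). With untreated cells as the reference of the carry-over, 16 h values were 0.14 and 0.06 for 5 and 1 µM troglitazone and 0.08, 0.05 and 0.02 for 25, 5 and 1 µM pioglitazone. The DEGs were chosen against these same untreated libraries, which lay at -0.06 ± 0.05 from vehicle (SD, n = 4). This reference therefore raises the values by construction, and they are no added evidence of carry-over. For the other changes the cause was not tested.

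With DESeq2 and the row term, 5 µM troglitazone gave 7 DEGs at 2 h, 25 µM pioglitazone gave 0 at 2 h (565 genes at unadjusted p under 0.05) and 1 µM pioglitazone gave 1 at 16 h. DESeq2 without the block also gave 1 there. The 0 had a known part: FOS and DUSP1, the DEGs in edgeR, received no adjusted p from DESeq2. With only the 8 libraries compared, counts were 3 for 1 µM pioglitazone at 2 h, and at 16 h 2 for 5 µM troglitazone and 5, 7 and 3 for 0.2, 1 and 25 µM pioglitazone. With thinned libraries, 16 h counts were 3 for 5 µM troglitazone and 2 for 25 µM pioglitazone. Fewer counts per library limit small comparisons by construction. With fry, which tests for any change in a list and not against other genes, PPAR target genes passed with troglitazone at 16 h (1.7e-18).

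With terms for mirrored columns, the 2 h counts were 14, 1, 14 and 51 for 0.2, 1, 5 and 25 µM troglitazone, 1, 11, 3 and 7 for the same doses of pioglitazone and 13 for vehicle. At 16 h they were 12 and 37 for 0.2 and 5 µM troglitazone, 8, 11, 7 and 13 for 0.2, 1, 5 and 25 µM pioglitazone and 13 for vehicle. For 1 µM troglitazone at 16 h the count stayed at 0 (495 genes at unadjusted p under 0.05). Stress genes passed with pioglitazone at 16 h (0.036). The added terms cancel within each group, so they act on the spread between libraries more than on the fold changes. They lowered the common coefficient of variation from 0.166 to 0.105, and why the counts rose was not tested further.

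With replicates A and B alone, the 2 h counts were 221, 50, 141 and 135 for 0.2, 1, 5 and 25 µM troglitazone, 7, 2, 72 and 55 for the same doses of pioglitazone and 1 for vehicle. At 16 h they were 286, 40 and 138 for 0.2, 1 and 5 µM troglitazone, 26, 11, 113 and 71 for 0.2, 1, 5 and 25 µM pioglitazone and 6 for vehicle. With replicates C and D alone, the 2 h counts were 36, 36, 27 and 60 for 0.2, 1, 5 and 25 µM troglitazone, 1, 17, 34 and 57 for pioglitazone and 98 for vehicle. At 16 h they were 48, 39 and 54 for 0.2, 1 and 5 µM troglitazone, 1, 17, 37 and 60 for pioglitazone and 155 for vehicle. The drugs differed in 39 genes at 2 h in C and D. Column position is confounded with treatment within each pair of replicates, so these counts may include position effects, as with the mirrored splits above (24 to 97 DEGs).

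Across the 4 fits that each left out 1 replicate, counts ran from 2 to 4 for 25 µM pioglitazone at 2 h (4 without C), from 2 to 5 for 5 µM troglitazone at 16 h (2 without A, 3 without D), from 0 to 1 for 1 µM pioglitazone at 16 h (1 without B or D; 684 and 575 genes at unadjusted p under 0.05 without A and C), from 2 to 6 for 25 µM pioglitazone at 16 h (3 without A, 4 without B, 2 without C) and from 10 to 15 for the drugs at 2 h (10 without B). List adjusted p ran from 0.00922 to 0.123 for sterol synthesis genes (0.123 without A, 0.0816 without B) and 0.0345 to 0.374 for cell cycle genes (0.0345 without A) with troglitazone at 2 h. With pioglitazone at 2 h it ran from 0.00526 to 0.0514 for stress genes and 0.00673 to 0.244 for cell death regulators, both highest without A. At 16 h it ran from 0.0426 to 0.121 for PPAR target genes with troglitazone (0.0426 without D), and with pioglitazone from 0.0226 to 0.265 for stress genes (0.0226 without D) and 0.00578 to 0.0565 for sterol synthesis genes (0.0565 without D).

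The row R² of component 2 moved from 0.69 to 0.58 when genes were scaled, and 5 other values of the components moved less. Depth limits genes near the floor, such as ANGPTL4 and PDK4.

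The changes of direction lay in results that passed the threshold neither in the report nor under the alternative, and the cause was not tested. Lists turned with vehicle as reference for cell cycle genes at 2 h (adjusted p 0.985 with troglitazone, 0.544 with pioglitazone) and, with pioglitazone, for sterol synthesis genes at 2 h (0.985) and cell death regulators at 16 h (0.985). With pioglitazone at 2 h, leaving out 1 replicate gave 0.374 to 0.897 for PPAR target genes (turned without B, 0.897), 0.197 to 0.831 for sterol synthesis genes (turned without A, 0.831) and 0.0514 to 0.756 for cell cycle genes (turned without D, 0.756). ANGPTL4 rests on few counts, so its fitted log2 values are no measured folds. With troglitazone at 2 h it was -0.16 with vehicle as reference, -0.70 in replicates C and D and -1.13 (without A) to 0.61 across the 4 fits that left out 1 replicate. With pioglitazone at 2 h, where its value was 0, it was 0.03 without the replicate block in edgeR and in DESeq2, 0 with DESeq2 size factors, 0.05 with terms for mirrored columns, 0.26 in replicates A and B and -0.22 to 0.10 across the 4 fits. At 16 h it was -0.06 (without C) to 1.90 with troglitazone, and with pioglitazone -3.56 in replicates C and D and -3.57 (without B) to 1.94. PPARG was -0.05 in replicates C and D with troglitazone at 2 h. With pioglitazone it was 0 with thinned libraries, -0.01 in replicates C and D and -0.07 (without D; -0.02 without A) to 0.10 at 2 h, and 0.23 with thinned libraries at 16 h. With pioglitazone at 16 h DDIT3 was -0.09 with thinned libraries, and CDKN1A was 0.25 with vehicle as reference, 0.05 in replicates C and D and -0.07 to 0.03 (without A) across the 4 fits.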

Other observations

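Every test in this part was chosen only after the result was seen, and 3 of them replaced a first version whose outcome was known.

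The differences between plate columns in replicates A and B returned in mirrored order in replicates C and D. For each column, residual expression was correlated across genes, which are not independent replicates, between the pairs of replicates. Columns paired so that their numbers add to 13 had a mean correlation of 0.19 at 2 h (0.10 to 0.32) and 0.18 at 16 h (0.08 to 0.37). The same columns had -0.13 at 2 h and -0.11 at 16 h, and other pairings -0.01. The mirrored pairing was the highest of 40320 pairings of 8 columns at 2 h (exact permutation p 2.5e-05, the smallest possible) and at 16 h (exact permutation p 2.5e-05). Terms for 6 column pairs of that sum passed the adjusted threshold in 4123 genes (39.2%). They lowered the common coefficient of variation from 0.166 to 0.105. However, the columns outside those 8 had no mirrored partner that held samples. Their terms fit any difference there between the pairs of replicates, mirrored or not. The 4123 genes may therefore include differences that are not mirrored. A candidate explanation of the mirrored order is a reversal in replicates C and D of an order of 12 positions. That order could be of column index primers or of dispensing. What was reversed was not tested.

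Drug labels reversed in replicates C and D were argued against by PLIN2. Its log2 difference between 25 and 0.2 µM pioglitazone at 16 h was 0.58 in replicate A, 0.55 in B, 0.68 in C and 0.87 in D, with a mean of 0.78 in C and D, where reversed labels would give a negative value. Of the 2069 DEGs of replicates A and B for 25 µM troglitazone at 16 h, the 2049 among the 10517 genes tested over all libraries had median sign-aligned log2 differences of 1.27 in C and 1.25 in D. The first version of this test correlated PLIN2 over 8 columns at 16 h and was replaced because the same and the mirrored columns both correlated positively.

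With the mirrored-column terms, 389 genes at 2 h and 440 at 16 h passed the adjusted threshold between vehicle and untreated cells. A dimethyl sulfoxide response would also separate untreated cells from 1 µM troglitazone, which holds dimethyl sulfoxide in the mirrored column. That comparison gave 4 genes at 16 h and 10 at 2 h, which argues against such a response as the cause of the larger counts. Position differences left between unlike column pairs could explain them. Among vehicle, untreated cells and the 0.2 and 1 µM doses at 16 h, the comparisons of unlike columns gave 19 to 440 genes and both comparisons of mirrored partners 4. Higher doses of pioglitazone gave 40 genes at 16 h between 25 and 0.2 µM and 10 between 5 and 1 µM, which are also mirrored partners but differ in dose. At 2 h unlike columns gave 0 to 389 genes and mirrored partners 7 and 10, which overlap, so the explanation cannot be told apart from others. For the report's comparisons, the untreated reference and most treated groups sat in unlike columns.

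Some genes changed alike in 25 µM troglitazone at both times, which sat in plate column 1 throughout. RNA5-8SP6 rose by 2.33 on the log2 scale at 2 h and 2.45 at 16 h, and the effects differed by 0.12. RNA5-8SP2 rose by 2.30 and 2.87, and MT-TS2 fell by 2.61 and 2.14. An effect of plate column 1 and an early response to the drug that lasts both predict this, and they cannot be told apart, because the column and the group are confounded. VHL had log2 differences to untreated cells of 0.69 in replicates A and B and 2.54 in C and D at 2 h, and 0.68 and 2.19 at 16 h. This may be an effect of plate column 1 in replicates C and D, but the column and the group are confounded there too. Of the 33 DEGs of 25 µM troglitazone at 2 h, 21 had an effect at 16 h that differed by the interaction test (adjusted p under 0.05). The other 12 did not pass that test, which does not show equal effects, as with EGR1 (2.60 on the log2 scale, edgeR adjusted p 0.0921). For the 12, plate column 1 and the drug cannot be told apart.

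FOS at 2 h was higher at 5 µM troglitazone (54.2 ± 3.77 CPM; SD, n = 4) than at 25 µM (16.8 ± 3.07 CPM; SD, n = 4). An effect of plate column 2 would recur at 16 h, where the fold of 2 h predicts 98.2 summed counts in the 4 libraries of 5 µM troglitazone. The sum was 7, against 5 in untreated cells, which argues against it. The first version of this test used the fitted fold at 16 h and was replaced because those libraries were at the floor. A non-monotonic early response to the dose is a possible explanation that the 7 counts leave open.

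All 9 metallothionein genes tested were higher in 25 µM troglitazone at 16 h, 8 of them past the adjusted threshold, and the same numbers held under 5 scaling or model alternatives. Reads shared between paralogs would only move counts within the family, but the family sum rose from 2582 ± 194.0 to 54470 ± 7451 CPM (SD, n = 4), a log2 ratio of 4.40, against 2042 ± 591.5 CPM with vehicle. These values use the TMM-adjusted library size, and the family's share of all counts rose from 0.270 ± 0.0298% to 4.64 ± 0.647% (SD, n = 4). An effect of plate column 1 common to both times was argued against by a larger effect at 16 h than at 2 h that passed the interaction test in 8 of the 9 genes, and MT1A did not pass (0.19, edgeR adjusted p 0.733). The first version of that test compared MT2A between 25 and 0.2 µM pioglitazone in matched columns and gave 0.57, which bears on the other drug, so it was replaced. Induction by the drug may explain the rise, as a hypothesis.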
